# Transcriptomic profiling of bovine IVF embryos revealed candidate genes and pathways involved in early embryonic development

**DOI:** 10.1186/1471-2164-11-23

**Published:** 2010-01-11

**Authors:** Wen Huang, Brian S Yandell, Hasan Khatib

## Abstract

**Background:**

Early embryonic loss is a large contributor to infertility in cattle. Although genetic factors are known to affect early embryonic development, the discovery of such factors has been a serious challenge. The objective of this study was to identify genes differentially expressed between blastocysts and degenerative embryos at early stages of development.

**Results:**

Using microarrays, genome-wide RNA expression was profiled and compared for in vitro fertilization (IVF) - derived blastocysts and embryos undergoing degenerative development up to the same time point. Surprisingly similar transcriptomic profiles were found in degenerative embryos and blastocysts. Nonetheless, we identified 67 transcripts that significantly differed between these two groups of embryos at a 15% false discovery rate, including 33 transcripts showing at least a two-fold difference. Several signaling and metabolic pathways were found to be associated with the developmental status of embryos, among which were previously known important steroid biosynthesis and cell communication pathways in early embryonic development.

**Conclusions:**

This study presents the first direct and comprehensive comparison of transcriptomes between IVF blastocysts and degenerative embryos, providing important information for potential genes and pathways associated with early embryonic development.

## Background

The decline in reproductive efficiency in high producing dairy cows has become a worldwide challenge to the dairy industry and scientific community [1]. Successful fertilization and normal embryonic development are two main components of fertility. There is a growing concern about early embryonic loss, which accounts for a large proportion of infertility, particularly in high-producing cows [2]. Moreover, the bovine has become an increasingly popular animal model for studying development of human embryos because of similar biochemical processes in these species [3,4]. However, little has been understood concerning the mechanisms underlying proper early embryonic development in cattle.

Genome-wide expression profiling by microarrays has proved a highly effective tool for high throughput analysis of transcriptomes of tissues, cell lines, or any biological mRNA pools, usually across different stages, conditions, or treatments. Indeed, a number of studies have utilized microarrays to understand the dynamics of gene expression during early embryonic development. For example, Misirlioglu et al. [5] and Kues et al. [6] investigated the dynamics of gene expression and defined subsets of genes regulated during preimplantation development of bovine embryos, particularly those related to embryonic genome activation. In addition, using a cDNA microarray consisting of 932 bovine ESTs, between in vitro- and in vivo-cultured blastocysts of varying quality, Corcoran et al. [7] were able to identify 384 differentially-expressed genes that were believed to affect subsequent survival and pregnancy. However, no study has directly investigated changes in gene expression associated with abnormal early embryonic development or growth retardation of embryos.

An in vitro fertilization (IVF) system has been previously established in our laboratory to identify genetic markers for fertility traits in cattle [8-10]. Specifically, the developmental status of embryos is graded based on their morphology. In contrast to blastocysts, degenerative embryos appear morphologically retarded in their development. These embryos do not exhibit a distinct inner cell mass and have no blastocoele. Using this system, single nucleotide polymorphisms in several genes have been shown to be associated with fertilization and blastocyst rates [8-10]. The aim of this study was to characterize transcriptomic differences between IVF blastocysts and degenerative embryos. This is the first direct and comprehensive comparison between in vitro-produced embryos with distinct morphological phenotypes. Although remarkably similar gene expression profiles were found between blastocysts and degenerative embryos, a total of 67 differentially expressed transcripts were identified. Results of this study may help elucidate transcriptomic changes associated with abnormal development in mammalian species and facilitate improvement of assisted reproductive technologies.

## Results

### Global transcriptomic changes in degenerative embryos compared to blastocysts

In order to characterize global transcriptomic changes of degenerative embryos concurrent with their abnormal embryonic development, a comparative microarray experiment was designed. Because the amount of RNA present in a single embryo is rather limited, three independent pools each consisting of 20 embryos were constructed for blastocysts and degenerative embryos (Figure 1). 

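The Affymetrix Bovine Genome Array measures each transcript with a probe set, a group of short oligonucleotides whose signals are summarised as a single value. One array was used for each of 3 pools of blastocysts and 3 pools of late degenerative embryos, the pools of each group carrying the letters A, B and C, and each pool held 20 embryos classified on day 8 of culture. Both groups came from morulae that had compacted, so they differ in whether a distinct inner cell mass and a blastocoele had formed by that day. The methods describe a first round of linear amplification followed by a second that labeled the RNA, and the labels of the samples name a single round before labeling. The authors' deposited values were expression values on the log2 scale from GCRMA, which corrects the background of each probe from its sequence, normalizes the arrays by quantiles and summarises the probes of a probe set. Values began at a floor of 2.12, and 27.4% to 28.6% of the probe sets of an array lay within 0.01 of it, so differences among such dim probe sets are compressed. The median over the probe sets tested lay between 6.35 and 6.48 on the 6 arrays. Of 24036 probe sets, 20 controls and 5079 with the same value on all arrays were left out, and the other 18937 were tested. The platform's annotation gave a single gene symbol for 11002 of these, several for 64 and none for 7871, and the named probe sets covered 8193 genes. Each probe set was tested with limma, which shares information on the spread across probe sets, and with SAM, written again after the description of siggenes and run over all 20 relabelings of the pools. All differences are degenerative embryos minus blastocysts, and the number of arrays limits their precision.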

Total RNA was extracted from each pool of embryos and subjected to linear amplification [11] before standard microarray labeling and hybridization were performed on a GeneChip Bovine Genome Array [12]. 

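Signals of at least 5 on the log2 scale, in at least 2 of the 3 pools of a group, were found for 11248 probe sets in blastocysts and for 11322 in degenerative embryos, out of 24016. Both groups reached this level for 10957 of them. In 101 probe sets it was reached in at least 2 pools of blastocysts and in no pool of degenerative embryos, and in 179 the reverse was found. A probe set of SLC10A1, a transporter of bile acids, was among the former, at 7.28 ± 0.20 (SD, n = 3 pools) in blastocysts and 3.61 ± 0.80 (SD, n = 3) in degenerative embryos. With a level of 4 in place of 5, the counts were 12360 and 12444, and with a level of 6 they were 10003 and 10037. These counts have no test and are not the detection calls of the methods, which need signals of single probes not used here.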

A total of 14,509 and 14,411 transcripts were detected as expressed in blastocysts and degenerative embryos, respectively. 

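The mean log2 values of blastocysts and degenerative embryos, set against each other across the 18937 probe sets tested, had a Pearson's r of 0.98 and a Spearman correlation of 0.98. The r was 0.987 when the probe sets with a single value on all arrays were included, and 0.949 over the probe sets with a mean of at least 5 in either group. Ribosomal protein gene RPL5 lay near the top in both groups, at 15.26 ± 0.06 (SD, n = 3) in blastocysts and 15.16 ± 0.02 (SD, n = 3) in degenerative embryos. ATP1B3, a subunit of the sodium pump, was at 15.18 ± 0.15 and 14.85 ± 0.13. GAB1, an adaptor protein of receptor tyrosine kinases, lay farther from equality, at 10.04 ± 0.11 in blastocysts and 7.61 ± 0.99 in degenerative embryos. This is a correlation across probe sets, which are not independent replicates, so it has no p.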

Interestingly, Pearson's correlation between averaged gene expression of blastocysts and degenerative embryos was 0.986, suggesting a high similarity between their gene expression profiles. To visualize transcriptomic changes with respect to physical locations, change in gene expression of degenerative embryos as compared to blastocysts was plotted along each chromosome (Figure 2). 

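The log2 difference between the group means was smaller than 1 in either direction for 89.1% of the 18937 probe sets tested and smaller than 0.25 for 47.0%. It exceeded 1 for 2067 probe sets, of which 961 were higher and 1106 were lower in degenerative embryos. The differences ran from -3.95 for a probe set of PTPRK, a receptor tyrosine phosphatase, to 4.71 for SDS, which encodes serine dehydratase and was chosen here after its values were seen. Neither passed limma's test, with adjusted p = 0.574 for PTPRK and 0.479 for SDS. Between single pools of the same group, differences under 1 were found for 97.2% of probe sets for blastocyst pools B and C, for 85.1% for blastocyst pools A and C, and for 68.8% for degenerative pools A and C. Means of 3 pools vary less than single pools, so these shares are no measure for the one between the group means.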

Notably, the majority of transcripts showed little or no difference between blastocysts and degenerative embryos. In addition, differentially expressed genes scattered across all chromosomes without any apparent pattern. 

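Of the tested genes, 8163 were placed on 30 chromosomes of the ARS-UCD2.0 assembly, the one for which gene positions were at hand, with a single probe set per gene. Genes called by limma lay on chromosome 29 (PHLDA2), chromosome 20 (CMBL, a hydrolase) and chromosome 19 (CTNS, which exports cystine from lysosomes). The 32 genes called by SAM at a false discovery rate of 15% lay on 18 chromosomes, and the 426 called at 25% lay on all 30. In the wider set, chromosome 9 had the smallest p, with 17 of 172 genes called (Fisher's exact test, p = 0.0134, adjusted p = 0.325 over the chromosomes). With the 15% calls the smallest adjusted p was 0.660, and with the limma calls it was 1. The median log2 difference of a chromosome's genes ranged from -0.11 to 0.16.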

Taken together, these results suggest that although there were distinct phenotypic outcomes, little change had occurred in the transcriptome of degenerative embryos as compared to blastocysts.

**Figure 1:**
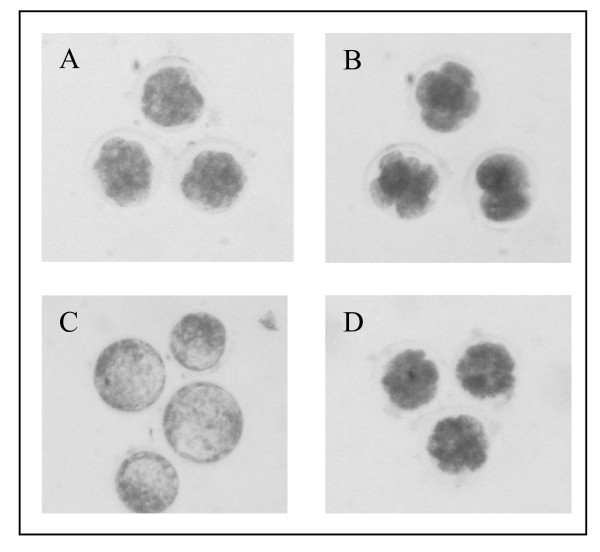
**Examples of morphological stage grading used in this study**. Putative zygotes were cultured until day 5, when embryos were examined for evidence of compaction. Embryos that showed compaction by this time were classified as compacted morula (A) while embryos that did not exhibited compaction or attained 16-32 cells were classified as "early degenerative" (B). Compacted morulas were further cultured until day 8 when they were evaluated for presence of blastocoele. Embryos that showed distinct inner cell mass and blastocoele were classified as "blastocysts" (C) and embryos that did not properly complete transition from morula to blastocyst were classified as "late degenerative" (D). Transcriptomic profiles of blastocysts (C) and late degenerative embryos (D) were compared in this study.

**Figure 2:**
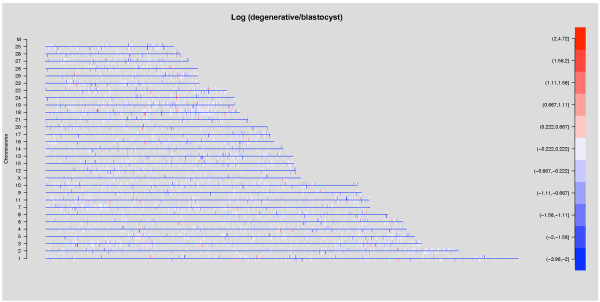
**Global change in transcriptomes of degenerative embryos**. Differences between the mean log2 transformed expressions of degenerative embryos and blastocysts plotted along each chromosome. 18 transcripts on the "Y" chromosome could not be plotted because there was no physical location information available for the "Y" chromosome from the current genome assembly. Each vertical bar on the chromosomes represents one transcript and was colored according to the expression difference. Bars above the axis were transcripts on the forward strand while bars below the axis were transcripts on the reverse strand. Blue color represents lower expression in degenerative embryos compared with blastocysts while red color represents higher expression in degenerative embryos, as indicated by the scale bar on the right.

### Identification and clustering of differentially expressed genes

Although there was little change to the global transcriptome of degenerative embryos, significance analysis of microarrays (SAM) identified 67 (false discovery rate (FDR) = 0.15) transcripts differentially expressed between blastocysts and degenerative embryos, of which 33 showed at least a two-fold difference (Table 1). Among these 33 differentially-expressed transcripts, three were upregulated in degenerative embryos whereas the remaining transcripts were downregulated. 

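SAM called 67 probe sets at a false discovery rate of 15%, of which 33 differed at least 2-fold. It called 4 as higher and 63 as lower in degenerative embryos, and in all 67 the pools of the groups did not overlap. No overlap was found for 15.4% of all probe sets tested, where chance gives 10% for 3 pools against 3. That 10% takes the pools as exchangeable and leaves out any pairing by their letters. limma with Benjamini-Hochberg adjustment called 4 of these 67 at an adjusted p of at most 0.15. PHLDA2 rose, whereas CMBL, CTNS and a probe set without a gene name fell. CMBL was at 10.64 ± 0.06 (SD, n = 3) in blastocysts and 9.53 ± 0.08 (SD, n = 3) in degenerative embryos, a log2 difference of -1.11 (standard error 0.06, adjusted p = 0.120 from limma, between 0.0482 and 0.567 over 16 settings). CTNS had a log2 difference of -1.06 (standard error 0.07) with the same adjusted p. Of the single pools, only degenerative pool A could be left out with CMBL (adjusted p = 0.121) and CTNS (adjusted p = 0.102) still called, and without another pool their adjusted p from limma was 0.150 to 0.567. At an adjusted p of at most 0.25, limma called 30 probe sets, 6 higher and 24 lower, and 28 of the SAM calls were among them. The SAM count was 12 when each array was centred on its median, 2 of them higher, 802 with the median in place of the mean number of false calls, and at most 1 when any single pool was left out. The limma count was 0 with the replicate letter as a block, where 1789 probe sets had an unadjusted p under 0.05, and 42 without degenerative pool A.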

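Of the 33 SAM calls that differed at least 2-fold, 3 rose and 30 fell in degenerative embryos. Besides PHLDA2, the rises were CCDC181, which encodes a coiled-coil protein, from 2.30 ± 0.07 to 4.36 ± 0.24 (SD, n = 3 pools each), and ZC2HC1A, which encodes a zinc finger protein, with a log2 difference of 1.59 (SAM permutation p = 1.69e-04). A second probe set of ZC2HC1A had a difference of 0.04. Among the falls, TNNC2, a troponin of skeletal muscle, decreased by 1.79 (SAM permutation p = 1.53e-04) and DAPP1, an adaptor of phosphoinositide signaling, decreased by 1.59 (SAM permutation p = 2.32e-04). PTPRK fell by 2.01 (SAM permutation p = 8.66e-04) and SLC25A21, a mitochondrial carrier, fell by 1.46 (SAM permutation p = 0.00118). CYP11A1, which makes pregnenolone from cholesterol, fell by 1.10 (SAM permutation p = 6.28e-04). Each of the 33 lines of Table 1 was matched to its own SAM call of the same direction and of the same fold to 2 decimals. Some falls share a fold, 2.33 or 2.14, so there fold and direction alone do not single out a call. In 3 of the 33 matched calls both group means lay under 5 on the log2 scale, where signals are dim. By limma, 3 of the 33 had an adjusted p of at most 0.15, and the largest adjusted p was 0.382. Higher and lower probe sets were more even before the threshold, since 633 of the 1631 with an unadjusted limma p under 0.05 were higher, or 38.8%, and this share was 46.0% after each array was centred on its median.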

In order to validate the microarray results, *PHLDA2*, *FERMT2*, *RP2*, *SHISA2*, *MCF2L*, *TGFBR3*, *SLC11A2*, *SERPINC1 *and *FDFT1 *were chosen for quantitative gene expression using real-time RT-PCR (see Methods for gene selection criteria). Different sources of RNA were used to accomplish biological replications. For *PHLDA2*, *FERMT2*, *RP2*, and *SHISA2*, we carried out real-time RT-PCR in the same amplified RNA (aRNA) samples used for microarrays as well as RNA samples from four independently constructed embryo pools (Additional file 1). For the remaining five genes, another independent set of six RNA pools (three for each of blastocysts and degenerative embryos) were used. Importantly, although magnitude and variability of fold change differed slightly between the different sources of RNA and quantitation methods (microarray and real-time RT-PCR), the same trends observed in the microarrays were also observed in the real-time RT-PCR. For eight of the nine examined genes, expression differences between degenerative embryos and blastocysts were confirmed in the real-time RT-PCR (Figure 3), underscoring the validity of our experimental procedures and data analysis. For example, *PHLDA2 *was upregulated eight-fold in degenerative embryos as observed with microarray whereas real-time RT-PCR using unamplified mRNA detected a six-fold upregulation. Nonetheless, different sensitivity and bias were expected for different quantitation methods. 

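On the arrays, PHLDA2 was 8.18-fold higher in degenerative embryos. Of the other genes chosen for real-time RT-PCR, the probe sets of Table 1 were lower in every degenerative pool than in every blastocyst pool. FERMT2 (kindlin-2, which activates integrins) was 2.07-fold lower in its SAM-called probe set, SERPINC1 (antithrombin) was 2.23-fold lower, SLC11A2 (a transporter of divalent metals) was 2.33-fold lower and FDFT1 (squalene synthase) was 2.52-fold lower. RP2, which acts on a small GTPase of cilia, was 4.41-fold lower in the probe set called by SAM, where the degenerative pools lay near the floor of the scale at 2.54 ± 0.29 (SD, n = 3), and its other probe sets were 2.17-fold and 1.62-fold lower, the latter 1.05-fold higher without degenerative pool B. The probe set listed as SHISA2 was 2.54-fold lower and is unnamed in the annotation used here. The largest permutation p from SAM among these genes was 9.45e-04, for RP2.

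**Figure D1:**
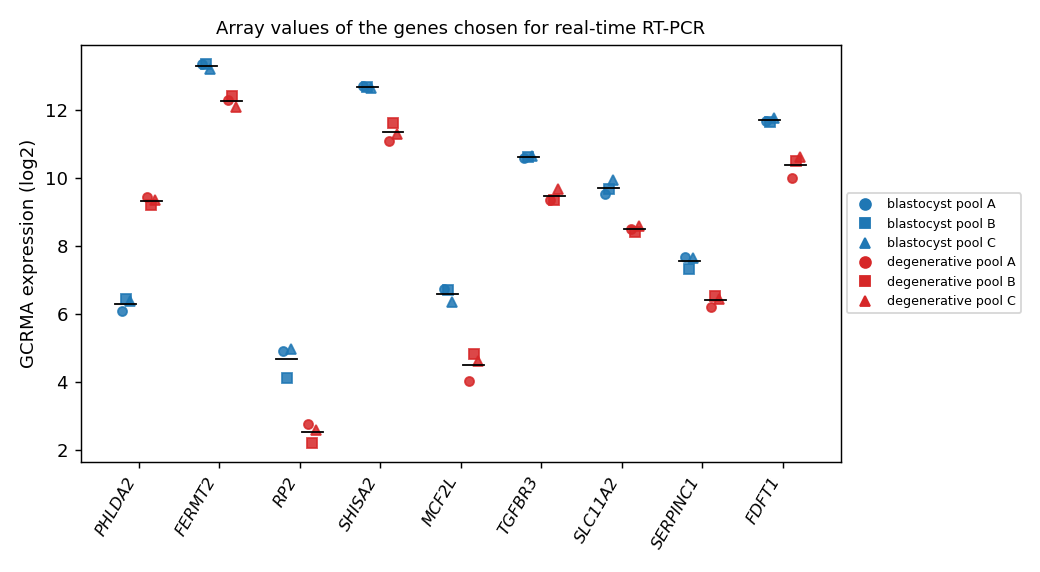
GCRMA expression on the log2 scale (vertical axis) of the probe sets in Table 1 for each gene chosen for real-time RT-PCR, named as in that table. Each point is a pool of 20 embryos, blue for blastocysts and red for degenerative embryos, with a marker shape for each letter, and lines are group means. PHLDA2 lies higher in all 3 degenerative pools, and each other gene lies lower in all 3.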

The exception to microarray confirmation by real-time RT-PCR was *MCF2L*, a gene whose variability in expression was notably high. In degenerative embryos, *MCF2L *appeared to be downregulated in the microarray results yet appeared upregulated in the real-time RT-PCR analysis.

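MCF2L encodes a guanine nucleotide exchange factor. In its probe set the blastocyst pools were at 6.61 ± 0.20 (SD, n = 3) and the degenerative pools at 4.50 ± 0.41 (SD, n = 3), a log2 difference of -2.11 (standard error 0.25, adjusted p = 0.273 from limma). SAM called it as lower (permutation p = 4.96e-04). Its spread within groups, a pooled SD of 0.325, ranked 7 from the highest among the 67 SAM calls, whose median was 0.149. The median over all probe sets tested was 0.378. All 3 degenerative pools lay below all 3 blastocyst pools.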

**Table 1:** Transcripts differentially expressed by at least two-fold in degenerative embryos as compared to blastocysts (FDR <= 0.15)

Gene symbol^1^	Gene name	Fold change	P value^2^
Upregulated			
*PHLDA2*	pleckstrin homology-like domain, family A, member 2	8.18	0.00002
*LOC540268*	hypothetical LOC540268	4.19	0.00008
*C14H8ORF70*	chromosome 8 open reading frame 70 ortholog	3.01	0.00017
Downregulated			
*CMBL*	carboxymethylenebutenolidase homolog (Pseudomonas)	2.16	0.00004
*CTNS*	cystinosis, nephropathic	2.09	0.00005
*TNNC2*	troponin C type 2 (fast)	3.47	0.00015
*TGFBR3*	transforming growth factor, beta receptor III	2.22	0.00022
*DAPP1*	dual adaptor of phosphotyrosine and 3-phosphoinositides	3.01	0.00024
*FERMT2*	fermitin family homolog 2 (Drosophila)	2.07	0.00026
*PECR*	peroxisomal trans-2-enoyl-CoA reductase	2.14	0.00031
*SLC11A2*^3^	solute carrier family 11 (proton-coupled divalent metal ion transporters), member 2	2.33	0.00035
*Bt.19510.2.A1_at*	transcribed locus	2.33	0.00036
*Bt.21611.1.S1_at*	transcribed locus	2.32	0.00037
*SHISA2*	shisa homolog 2 (Xenopus laevis)	2.54	0.00039
*Bt.22693.1.A1_at*	transcribed locus	7.31	0.00042
*MGC157372*	hypothetical LOC614796	2.34	0.00046
*MCF2L*	MCF.2 cell line derived transforming sequence-like	4.32	0.00050
*SLC10A1*	solute carrier family 10 (sodium/bile acid cotransporter family), member 1	12.67	0.00055
*SERPINC1*	serpin peptidase inhibitor, clade C (antithrombin), member 1	2.23	0.00058
*CYP11A1*	cytochrome P450, family 11, subfamily A, polypeptide 1	2.14	0.00063
*Bt.6523.1.A1_at*	transcribed locus	2.49	0.00077
*LOC521943*	similar to hCG1788238	3.41	0.00078
*SLC11A2*^3^	solute carrier family 11 (proton-coupled divalent metal ion transporters), member 2	2.19	0.00079
*Bt.17542.1.S1_at*	transcribed locus	2.43	0.00081
*Bt.27347.1.A1_at*	transcribed locus	3.05	0.00082
*PTPRK*	protein tyrosine phosphatase, receptor type, K	4.04	0.00087
*Bt.19644.1.A1_at*	transcribed locus	3.20	0.00088
*FDFT1*	farnesyl-diphosphate farnesyltransferase 1	2.52	0.00089
*CYP51*	cytochrome P450, family 51, subfamily A, polypeptide 1	3.48	0.00094
*RP2*	retinitis pigmentosa 2 (X-linked recessive)	4.41	0.00095
*LOC790609*	similar to aminoacylase 1	2.45	0.00098
*LOC513587*	similar to UPF0474 protein C5orf41	4.33	0.00116
*SLC25A21*	solute carrier family 25 (mitochondrial oxodicarboxylate carrier), member 21	2.75	0.00119

^1 ^Transcripts without annotations were identified by probe set ID.

^2 ^Raw p values from significance analysis of microarray (SAM), transcripts were ordered according to their p values.

^3 ^The gene SLC11A2 is represented by multiple probe sets on the Bovine Genome Array

**Figure 3:**
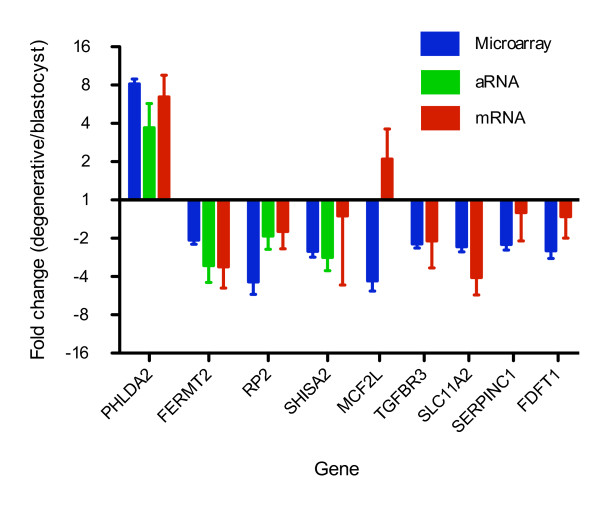
**Real-time RT-PCR validation of microarray results**. All expressions were normalized to *GAPDH *in the same RNA sample, analyzed by the 2^-ΔΔCt ^method [44]. Data is shown as (Mean +/- SEM) fold changes. Upregulation in degenerative embryos is represented by bars above the x axis while downregulation in degenerative embryos is represented by bars below the x axis. For genes *PHLDA2*, *FERMT2*, *RP2*, and *SHISA2*, real-time RT-PCR was carried out in three amplified aRNA samples and two unamplified mRNA samples for each of blastocysts and degenerative embryos (Additional file 1). For genes *MCF2L*, *TGFBR3*, *SLC11A2*, *SERPINC1*, and *FDFT1*, real-time RT-PCR was performed in a different set of three unamplified mRNA samples for each of blastocysts and degenerative embryos (Additional file 1).

To qualitatively explore patterns of co-regulation of the 67 differentially-expressed genes [13], expression profiles of these genes were clustered and visualized in a heatmap (Figure 4). 

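Clustering of the 67 SAM calls into 4 groups by their expression levels gave a cluster of 7 probe sets with high signals, all lower in degenerative embryos. RAP1A, a small GTPase that acts on integrins and cell junctions, and FERMT2 were both in it. The RAP1A probe set was at 13.10 ± 0.05 (SD, n = 3) in blastocysts and 12.23 ± 0.22 (SD, n = 3) in degenerative embryos (SAM permutation p = 0.00101), and the FERMT2 probe set at 13.31 ± 0.09 and 12.26 ± 0.16 (SAM permutation p = 2.53e-04). CYP51A1, an enzyme of cholesterol synthesis, and TRAM1, a protein of the translocon, were also members, with 3 unnamed probe sets. The probe set named TJP1, the tight junction protein ZO1, was not among the 67 calls and lay at the floor of the scale, at 2.12 in both groups, but 39 of the 67 calls carry a single gene symbol and the paper's text does not give its probe set for TJP1. After each probe set was centred on its mean, the nearest of the other 66 calls to FERMT2 were CMBL, CYP11A1 and CTNS, and RAP1A was at rank 31. Other probe sets of RAP1A had log2 differences of -1.70 (-1.12 without blastocyst pool A), -1.34 (-0.30 without degenerative pool A) and -0.49 (-0.99 without degenerative pool A and -0.13 without degenerative pool B), and another of FERMT2 had -0.75 (-0.49 without degenerative pool A), none past limma's threshold. Of 28 genes of junctions and cell adhesion, listed before the data were examined, 17 were lower and 11 higher. Only RAP1A passed when adjusted over the list alone, and RAP1A was itself picked from these arrays. The list as a whole did not pass camera, limma's test of a gene list against all other genes (adjusted p = 0.212), but passed without degenerative pool A (0.113), without blastocyst pool C (0.128) or with the probe set of the smallest p for each gene (0.0718).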

Notably, *FERMT2 *(*MIG2*), *RAP1A*, and *TJP1 *(*ZO1*) showed closely clustered expression levels and patterns, and all of them have been shown to be involved in a pathway related to cell adhesion functions [14-16], suggesting that at least for this signaling pathway, systematic expression alteration had occurred in degenerative embryos compared to blastocysts.

**Figure 4:**
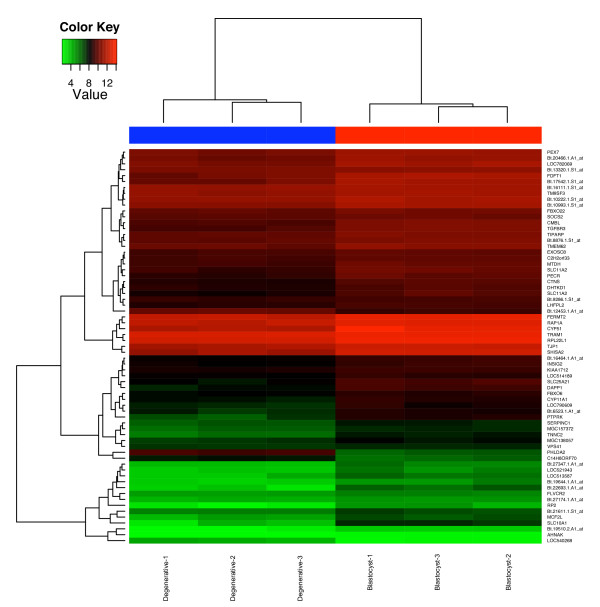
**Clustering of expression of candidate genes involved in early embryonic development**. Expression levels for 67 differentially expressed genes for the six samples were hierarchically clustered and shown in a heatmap. Level of expression was represented by color scale from green (low) to red (high), as indicated by a scale bar in the upper left corner. Dendrograms of distances were also shown for genes (left) and samples (top). Names of samples and genes were indicated on the bottom and right, respectively. For genes without annotation, probe set IDs were shown.

### Signaling pathways associated with abnormality of embryonic development

To further understand transcriptomic changes that have occurred in degenerative embryos at a systems level, Gene Set Enrichment Analysis (GSEA) [17] and gene ontology (GO) enrichment analysis were carried out. GSEA identifies *a priori *defined signaling pathways whose member genes show expression correlated with developmental status of embryos. A collection of 649 signaling pathways in the MsigDB database curated from various sources [17] were interrogated. 

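Lists of genes after each pathway were tested with camera, and its adjusted p is over 31 lists. None of the members named here passed limma over all genes tested. Of 25 genes of Met signaling, 17 were lower in degenerative embryos and the list fell (adjusted p = 0.0871, but adjusted p = 0.550 with an estimated correlation), though it did not pass without degenerative pool C (adjusted p = 0.342). When adjusted over the list alone, 4 were lower, namely RAP1A, which was picked from these arrays, GAB1, the actin ACTA1 (log2 difference -2.53) and RASA1 (-0.95), an inhibitor of Ras. Of 34 genes of N-glycan synthesis, 26 were lower, with a median log2 difference of -0.20 (adjusted p = 0.0335, but adjusted p = 0.550 with an estimated correlation). Its members with the smallest p went both ways, ALG13 at 1.54 and ALG1 at 0.59 against ALG6 at -0.75 and ALG5 at -0.35, and none passed when adjusted over the list alone, where 7 had an unadjusted limma p under 0.05 and SAM called 4 at 25%. The estimated correlation was 0.00656 for Met signaling and -0.0122 for N-glycan synthesis, both below the preset 0.01. A stronger correlation therefore does not account for the loss of these calls, whose cause was not tested. Of 7 genes of linoleic acid metabolism, 3 were lower, with a median of 0.00 and a mean of -0.01 (adjusted p = 0.897), and RDH14, a retinol dehydrogenase, passed when adjusted over the list alone (-0.60). Of 27 nuclear receptors, 19 were higher in degenerative embryos, led by NR2F2 at a log2 difference of 1.39, but the list did not pass (adjusted p = 0.314), except with the filter on dim probe sets (0.112), without degenerative pool A (0.120) or without both A pools (0.129). Of 12 monoamine receptors, 10 were higher (adjusted p = 0.488), most by little at signals near the floor, and the histamine receptor HRH1 differed by 2.33. Of 8 cytokines, 6 were higher (adjusted p = 0.373), among them IL1A at 0.85 (0.43 to 1.20 over 16 settings) and IL6 at 0.53 (0.27 to 0.79). No member of these 3 lists passed when adjusted over the list alone or was called by SAM at 25%, and only NR2F2 and HRH1 had an unadjusted limma p under 0.05. The collections searched in the paper are not used here, so these lists share themes and not members with them.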

GSEA at 25% FDR revealed five pathways enriched in degenerative embryos and four pathways enriched in blastocysts (Table 2). In addition, GO terms were also tested for overrepresentation in differentially expressed genes using a hypergeometric test, and five GO terms were significant at 25% FDR (Table 2). 

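Among 480 genes called by SAM at a false discovery rate of 25%, 427 were called on the probe set with the highest mean of their gene and entered a test of gene lists against all 8193 genes. Cholesterol biosynthesis held 10 of them among its 16 genes, where 0.834 were expected (one-sided Fisher's exact test, p = 8.06e-10, adjusted p = 2.50e-08 over 31 lists). This test takes genes as independent, whereas their estimated correlation was 0.560, with which the list lost its call by camera (adjusted p = 0.550), and the calls at 25% fell to between 0 and 17 without any 1 pool other than degenerative pool A. All 10 fell. The small GTPases, which carry signals and direct vesicle traffic, held 8 called genes among 62, against 3.23 expected (exact p = 0.0145, adjusted p = 0.211). Met signaling held 4 of 25 (exact p = 0.0386, adjusted p = 0.239). With the 14 genes called by limma at an adjusted p of at most 0.25, no gene of cholesterol biosynthesis was called (exact p = 1). FDFT1 and CYP51A1, which Table 1 lists from these arrays, were among the 10. The paper also found cholesterol metabolism enriched among its own SAM calls at 25% on these arrays. The count as a whole thus repeats that search and is not independent evidence.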

Remarkably, both GSEA and GO enrichment pointed to a significant association of steroid biosynthesis and cell communication ('Small GTPase mediated signal transduction' is a child of the GO term 'cell communication') processes with developmental status (Table 2). This evidence strongly suggested involvement of these pathways in abnormal embryonic development.

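Of 16 enzymes of cholesterol biosynthesis, 15 were lower in degenerative embryos, with a median log2 difference of -0.91, or -0.65 without blastocyst pool A. The list fell as a whole (camera, adjusted p = 3.71e-10, but adjusted p = 0.550 with an estimated correlation). When adjusted over the list alone, 12 were lower and none was higher. Over all genes tested, limma called none of them, 11 had an unadjusted p under 0.05, and SAM called FDFT1 and CYP51A1 at 15%. CYP51A1, which removes a methyl group of lanosterol, was at 13.60 ± 0.45 (SD, n = 3) in blastocysts and 11.81 ± 0.12 (SD, n = 3) in degenerative embryos, a log2 difference of -1.80 (standard error 0.25). DHCR7, which makes cholesterol in the last step of the pathway, had a difference of -1.51 (standard error 0.31), and NSDHL, which removes a methyl group of the sterol, -0.90 (standard error 0.16). The exception was GGPS1, which leads to protein prenylation.
Of 13 genes of sterol uptake and regulation, 4 were lower and 1 was higher when adjusted over the list alone. INSIG1, a sterol sensor of the endoplasmic reticulum, had a log2 difference of -1.27, and NPC2, which carries cholesterol out of lysosomes, -1.11. The median of the list was 0.00, its mean was -0.13 and its test did not pass (adjusted p = 0.557). Of 11 genes of steroid hormone synthesis, CYP11A1 alone passed when adjusted over the list alone, and the list did not pass (adjusted p = 0.298), except over brighter probe sets, where its median was -0.63 (adjusted p = 0.134), and with the rotation test fry (adjusted p = 0.148).
Of 44 genes of cell communication, among them keratins, laminins, collagens, connexins and desmosomal cadherins, 20 were lower and 24 higher, none passed when adjusted over the list alone, and the list did not pass (adjusted p = 0.370), except upward over brighter probe sets (adjusted p = 0.103) or without both A pools (0.0605). Of them 3 had an unadjusted limma p under 0.05, and SAM called 1 at 25%. KRT5 differed by 1.98, COL6A1 by 1.85 and the desmosomal cadherin DSC2 by -1.53. Of 62 small GTPases, 40 were lower with a median of -0.22, or 0.00 without degenerative pool A and -0.07 without blastocyst pool C, and the list fell (adjusted p = 0.0155, but adjusted p = 0.550 with an estimated correlation). When adjusted over the list alone, 4 of them were lower, RAP1A and the vesicle traffic genes RAB8B (-1.22), RAB6A (-0.47) and RAB25 (-1.71). FDFT1, CYP51A1, CYP11A1 and RAP1A were picked from these arrays and are not independent evidence. The paper found steroid biosynthesis, cell communication and small GTPase signaling on the same arrays, so lists on these themes repeat its search. Markers of trophectoderm, the outer layer of the blastocyst, were lower in the same pools, with a median of -0.57 over 21 genes, or -0.22 without degenerative pool A. From the pathways and the GO terms together, the paper proposes that steroid biosynthesis and cell communication take part in abnormal embryonic development.

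**Figure D2:**
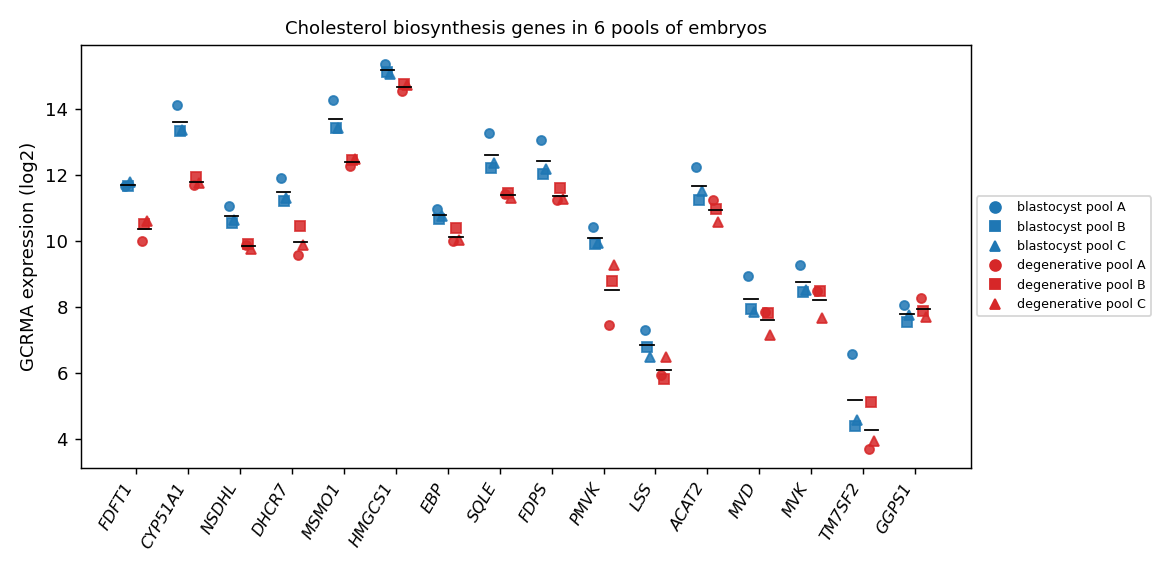
GCRMA expression on the log2 scale (vertical axis) of 16 genes of cholesterol biosynthesis (horizontal axis, ordered by their limma p). Each point is a pool of 20 embryos, blue for blastocysts and red for degenerative embryos, with a marker shape for each letter, and lines are group means. The mean of the degenerative pools is the lower in 15 genes, all but GGPS1.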

**Table 2:** Gene Set Enrichment Analysis (GSEA) and GO enrichment analysis results with FDR = 0.25

GSEA pathways	**Sample size (n/m)**^1^	P value	GO categories	Count/Expected count	P value
Enriched in degenerative embryos^2^			Biological process		
Nuclear receptors	23/40	<0.001	Cholesterol metabolic process	10/1.4	<0.001
Monoamine GPCRs	20/33	<0.001	Steroid biosynthetic process	8/1.5	<0.001
Cell communication	76/138	<0.001	Small GTPase mediated signal transduction	18/8.3	<0.001
GPCRs class A rhodopsin like	78/185	<0.001	Cellular component		
Cytokine pathway	18/22	0.003	Endoplasmic reticulum membrane	18/8.4	0.002
Enriched in normal embryos^3^			Molecular function		
Biosynthesis of steroids	19/24	<0.001	Transferase activity, transferring alkyl or aryl groups	6/1.4	0.002
Met pathway	28/36	0.003			
N-glycan biosynthesis	34/42	0.005			
Linoleic acid metabolism	17/31	0.011			

^1 ^n = number of genes in the analyzed dataset; m = number of genes in the original gene set

^2 ^Enrichment in degenerative embryo means significantly more genes in this gene set showed higher expression in degenerative embryos

^3 ^Enrichment in blastocysts means significantly more genes in this gene set showed higher expression in blastocysts

## Discussion

In the present study we report the transcriptomic profiling of blastocysts and degenerative embryos and identification of candidate genes and pathways involved in early embryonic development. While global gene expression in blastocysts and degenerative embryos was largely similar, 67 (33 with greater than 2 fold difference) transcripts were significantly different between these two groups of embryos. In addition, several signaling pathways were found to be altered in degenerative embryos as compared to blastocysts. Although there has been a number of reports on dynamics of transcriptomes in IVF embryos [5,6], this study, to the best of our knowledge, reports the first direct and comprehensive comparison between blastocysts and degenerative embryos produced by IVF. We believe transcriptomic alteration characterized through this comparison could provide insights into mechanisms of early embryonic development and may help identify biomarkers for growth defect in IVF and for infertility in cattle.

### Validity of the experimental design and microarray analysis

Pooling of embryos and amplification of RNA in this study were necessitated by scarcity of RNA present in embryos [5,6]. These approaches have been well documented in the literature [5,18,19]. In this study, we pooled a relatively large number (n = 20) of independent embryos in each pool to achieve a sufficient accuracy of biological pooling. In order to validate the results of microarray experiment and analysis, a total of 16 different pools (eight for each of blastocysts and degenerative embryos) from two different sources of RNA were used as biological replications in the real-time RT-PCR experiments (Figure 3 and Additional File 1). Importantly, eight out of the nine differentially-expressed genes identified through the microarray experiment and SAM were validated in real-time RT-PCR, testifying to the validity of the experimental design and the analysis used in this study.

It is possible that some of the degenerative embryos could be in different developmental stages because of the three-day time window of embryo collection. However, we prefer not to narrow down this window into one or two days because shorter times would result in substantial disturbance to embryo culture and mischaracterization of the two groups of embryos. Thus, we assume that there is some variation in gene expression within the degenerative embryos and that this variation would be reduced by pooling the embryos for expression analysis. Poor synchronization of embryos and integrity of RNA extracted from embryos could potentially introduce errors to the experiment. RNA integrity was checked before every major step in the microarray experiment to ensure sample quality. Moreover, although pooling of embryos removes variation between individual embryos from expression measurements, correlations between gene expression of pools can be used to assess synchronization in the same group of embryos and identify outliers due to compromise of RNA integrity. 

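Pearson's r across the 18937 probe sets tested was 0.972 to 0.994 between blastocyst pools and 0.936 to 0.987 between degenerative pools. Between a blastocyst pool and a degenerative pool it was 0.933 to 0.990, so that degenerative pool C was closer to blastocyst pool C (r = 0.990) than to degenerative pool A (r = 0.936). With all probe sets the ranges were 0.979 to 0.995 within blastocysts, 0.951 to 0.990 within degenerative embryos and 0.949 to 0.992 between them. Degenerative pool A was counted as the highest or the lowest of the 6 values for 55.6% of probe sets and blastocyst pool A for 51.5%. The other pools were so counted for 18.2% to 30.0%. Where pools tied, as at the floor, a single pool was counted, so these shares are not exact. Blastocyst pool A was counted as lowest for 31.2% and as highest for 20.3%, and degenerative pool A for 25.6% and 30.0%. TFAP2A, a transcription factor of trophectoderm, was at 4.78 in degenerative pool A and at 6.98 and 6.47 in pools B and C, and ZP2, a gene of the egg coat, at 6.16 against 3.93 and 3.00. Over 21 trophectoderm markers the median gap was only -0.11, at percentile 8.68 of 10000 random gene lists. Over 8 maternal oocyte transcripts it was 1.25, at percentile 99.2. Lists chosen for other reasons lay farther from random ones. The gap was 0.85 for the cell cycle (percentile 100) and 0.90 for glycolysis (percentile 99.98). It was -1.32 for cumulus and granulosa cells and -0.46 for ribosomal proteins, both at percentile 0. The r describes probe sets across arrays. With 3 pools in each group a test of their spread would be weak, and none is given.

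**Figure D3:**
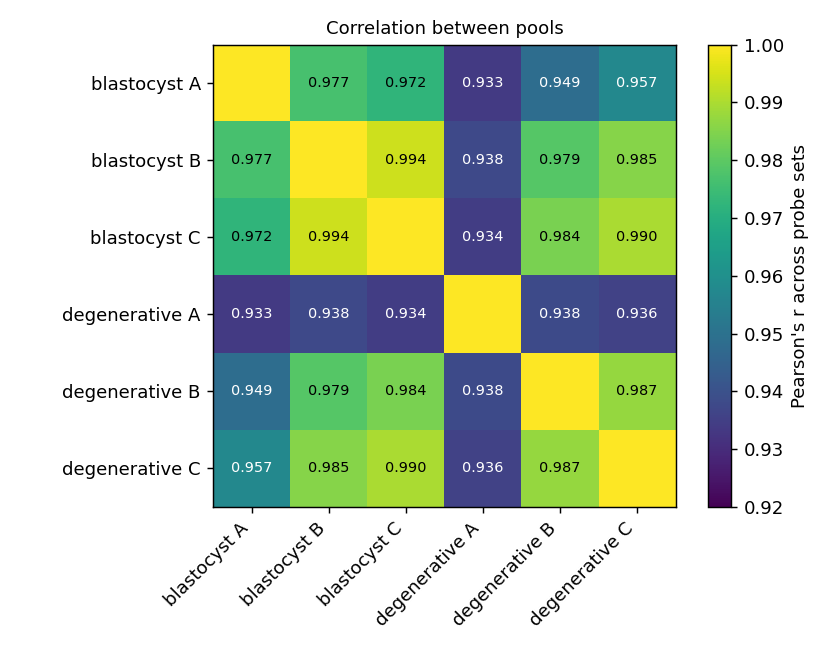
Pearson's r across the probe sets tested between each pair of pools, with pools of blastocysts and degenerative embryos on both axes and the color scale giving r. The row and column of degenerative pool A hold the lowest values, 0.933 to 0.938.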

In fact, correlations of gene expression between samples were 0.979-0.995 within the group of blastocysts and 0.951-0.990 among degenerative embryos. This is an evidence of synchronization and integrity of the biological samples used in this study.

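Control probe sets placed at the 3' and 5' ends of 4 housekeeping transcripts show how far the RNA and its amplified product reached toward the 5' end. For eIF4E, a translation factor, the 3' signal exceeded the 5' signal by 7.85 ± 1.09 (SD, n = 3) on the log2 scale in blastocysts and by 9.60 ± 0.41 (SD, n = 3) in degenerative embryos (exact permutation test, two-sided p = 0.1, the smallest that 3 pools against 3 allow). For EEF1A1, a translation elongation factor, the difference between the groups was 1.06 (exact p = 0.4), for cyclophilin it was 0.37 (exact p = 0.3), and for GAPDH it was 0.07 (exact p = 1). Averaged over the 4 transcripts the excess was 3.09 ± 0.79 in blastocysts and 3.90 ± 0.17 in degenerative embryos (exact p = 0.2). It was 2.23, 3.77 and 3.28 in blastocyst pools A, B and C and 3.93, 4.06 and 3.72 in the degenerative pools. The difference of 0.81 between these averages was 0.38 without blastocyst pool A. For EEF1A1 that pool was at -1.65, against 0.87 and -0.35 in blastocyst pools B and C. Within each letter the average was higher in the degenerative pool, which the exact test does not use. This held for eIF4E and cyclophilin too, but for GAPDH only in A and for EEF1A1 not in B.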

A comparison between gene expression profiles of embryos in this study with embryos at the same developmental stage from other studies would also indicate whether RNA and data quality was compromised in our samples. In fact, high correlations between gene expression profiles of our samples and those of Kues *et al*. [6] using the same microarray platform were observed. The correlations between our IVF blastocysts and those of Kues *at al*. were 0.942-0.970, and the correlations between our degenerative embryos and IVF blastocysts of Kues *et al*. were 0.925-0.957. Collectively, these results suggest that blastocysts and degenerative embryos used in the present study were largely synchronized to the same stage.

### Biologically sensible results

We identified 67 differentially-expressed transcripts and several candidate pathways associated with abnormal early embryonic development. The identification of previously known candidate genes or pathways is also an important aspect of microarray experiments. Interestingly, a number of genes and pathways identified in this study fall into this category of biologically sensible results. *PHLDA2 *(also known as *TSSC3*) was found to be upregulated in degenerative compared to blastocysts by both microarray and real-time RT-PCR (Table 1 and Figure 3). 

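PHLDA2 was at 6.31 ± 0.18 (SD, n = 3) in blastocysts and 9.35 ± 0.12 (SD, n = 3) in degenerative embryos on the arrays. The log2 difference of 3.03 (standard error 0.12) had the smallest p of all probe sets tested by limma (adjusted p = 0.0679), and its permutation p from SAM was 2.11e-05. It was higher in all 3 degenerative pools than in any blastocyst pool. Over 16 settings of the limma test the difference stayed between 2.87 and 3.10, while its adjusted p ranged from 0.0180 to 0.491 and passed 0.15 in 10 of them. The largest came with the replicate letter as a block, and the call was also lost without blastocyst pool B (0.364), blastocyst pool C (0.318) or degenerative pool B (0.222). Of 22 genes of apoptosis, a list that includes PHLDA2, 14 were higher, and PHLDA2 alone passed when adjusted over the list alone. BAK1, which opens the outer mitochondrial membrane, differed by 1.32 and the protease gene HTRA2 by -0.26, neither past limma's threshold. The list did not pass (camera, adjusted p = 0.406), except without blastocyst pool C (0.128) or with the rotation test fry (0.148).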

*PHLDA2 *is an apoptosis-related gene that maps to a paternally-imprinted region involved in cancer development [20]. The imprinting status of bovine *PHLDA2 *is not yet known. However, two known imprinted genes *H19 *and *IGF2 *are located nearby on bovine chromosome 29 [21,22], and the whole conserved cluster is imprinted in human and mouse [20,23]. 

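PHLDA2 is on chromosome 29 of the ARS-UCD2.0 assembly in the table of genes used here, as are IGF2 and CDKN1C. Both probe sets named for IGF2, a growth factor, lay near the floor of the scale, at 2.72 and 2.12 in blastocysts and 2.80 and 2.18 in degenerative embryos, so no change could be read from them. No probe set is named for H19 in the annotation. CDKN1C, an imprinted inhibitor of the cell cycle, was at 7.70 ± 0.29 (SD, n = 3) in blastocysts and 5.49 ± 0.88 (SD, n = 3) in degenerative embryos. Of 20 genes known to be imprinted in mammals, a list that includes PHLDA2, 8 were lower and 12 higher, and the list did not pass (camera, adjusted p = 0.931). When adjusted over the list alone, PHLDA2 was higher, whereas CDKN1C (log2 difference -2.20) and PEG3 (-1.14) were lower. Over all genes tested, limma called only PHLDA2 of them.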

Interestingly, overexpression of *PHLDA2 *in mice caused placental growth retardation [24] while *PHLDA2 *knock-out mice showed placental overgrowth [25], indicating that proper *PHLDA2 *expression is required for normal placental growth. Thus, our result offers further support for the importance of tightly regulated expression of *PHLDA2 *and may indicate its involvement in earlier stages of development.

Another differentially-regulated gene in degenerative embryos versus blastocysts is *TGFBR3*, one of the three types of receptors for TGF beta and one that regulates ligand binding of TGF beta to type I and type II receptors [26]. In addition, although not meeting our FDR cutoff, the TGF beta signaling pathway was significantly (p = 0.046) associated with the developmental status of embryos. Collectively, these two lines of evidence suggest an important role of TGF beta signaling pathway in normal embryonic development, which has been reported in other studies [27]. 

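The line of Table 1 for TGFBR3 corresponded in fold and direction to a probe set that the annotation used here names RPL24, a ribosomal protein gene, and no probe set is named for TGFBR3 in it. This probe set was at 10.63 ± 0.04 (SD, n = 3) in blastocysts and 9.48 ± 0.19 (SD, n = 3) in degenerative embryos. Its log2 difference was -1.15 (standard error 0.11, adjusted p = 0.227 from limma), and SAM called it as lower (permutation p = 2.11e-04). All 3 degenerative pools were below all 3 blastocyst pools.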

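Of 37 genes of TGF beta signaling, listed without reference to the arrays, 14 were lower and 23 higher in degenerative embryos. The median log2 difference was 0.10, or 0.05 without blastocyst pool A, 0.01 without degenerative pool A, 0.00 without degenerative pool B and 0.04 without degenerative pool C. The list did not pass (camera, adjusted p = 0.988 over 31 lists), and its test turned downward without blastocyst pool B or C or degenerative pool B. No member passed when adjusted over the list alone or was called by SAM at 25%, and 1 had an unadjusted limma p under 0.05. That was MYC, a transcription factor that the pathway represses, at 9.53 ± 0.34 (SD, n = 3) in blastocysts and 6.95 ± 1.76 (SD, n = 3) in degenerative embryos, a log2 difference of -2.57, or -1.57 without degenerative pool A. BMPR1A, a receptor of bone morphogenetic proteins, had a log2 difference of -1.23 (-0.74 without blastocyst pool A) and ID3, a target of their signaling, of 2.25 (1.34 without it), with adjusted p = 0.605 for both from limma. TGFBR3 was not measured under that name on the arrays. The paper also measured it by real-time RT-PCR with its own primers in separate pools, and names MCF2L as the only exception among the genes tested.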

Cell communication and steroid biosynthesis pathways identified by both GSEA and GO enrichment analyses are of particular interest (Table 2) and their roles in early embryonic development have been studied extensively. For example, gap junctions and cell communication have been well documented to have profound influence on early embryonic development [28,29], while several steroid hormones are required for transition from morula into blastocyst stage [30,31].

### Small change, large effect

Although the phenotypic outcomes of degenerative embryos and blastocysts were distinct, we did not observe dramatic transcriptomic changes differentiating these two groups of embryos. The correlation between gene expression of blastocysts and degenerative embryos was relatively high (r = 0.986). 

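Ordered by size, 8 of the 67 SAM calls differed more than 4-fold and 2 of these more than 8-fold. The latter were SLC10A1, 12.67-fold lower in the probe set called, and PHLDA2. Between 4-fold and 8-fold lay MCF2L, RP2, PTPRK and 2 unnamed probe sets among the falls, of which the larger was 7.31-fold lower, and CCDC181 among the rises. CCDC181 in blastocysts (2.30) and RP2 in degenerative embryos (2.54) lay near the floor of the scale, so their folds are not exact. SLC10A1 had 3 other probe sets, which differed by -2.93, -2.80 (-3.58 to -1.73 over 16 settings) and -0.28 on the log2 scale, and PTPRK a second one. The SLC10A1 probe set at -0.28 lay near the floor, at 2.40 in blastocysts and 2.12 in degenerative embryos, so no change could be read from it. Without degenerative pool A, the probe set of SLC10A1 with the highest signal was 3.94-fold lower in place of 7.63-fold. Without degenerative pool B it was 12.55-fold lower. A second probe set of FDFT1, outside the calls, was at 8.63 ± 1.64 (SD, n = 3) in blastocysts and 5.41 ± 0.31 (SD, n = 3) in degenerative embryos.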

Among the 67 differentially- expressed transcripts, 33 were changed by more than two fold while only eight of them differed by more than four-fold, and two of them by eight-fold. One may argue that the sample size in this study is not large enough to detect small changes, so that many genuine differentially-expressed genes were missed. This is true for most microarray experiments, which normally do not involve many samples. However, our pooling strategy that reduces variation between samples presumably should alleviate this problem. Indeed, about half (34/67) of the differentially-expressed genes were less than two-fold different. These results suggest that small transcriptomic changes can lead to the distinct phenotype observed in the degenerative embryos and that the high degree of similarity observed between degenerative embryos and blastocysts was a results of true effects rather than of insufficient experimental power.

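SAM called 34 probe sets that differed less than 2-fold. The smallest spreads were found among these, as for TRAM1, at 13.44 ± 0.04 (SD, n = 3) in blastocysts and 12.92 ± 0.04 (SD, n = 3) in degenerative embryos, a log2 difference of -0.51 (SAM permutation p = 6.86e-05). The constant that SAM adds to each spread came to only 1.03e-08. A small difference could thus be called only where the spread was small too, so this result follows from the test. The probe set without a gene name that limma called differed by -0.88 (SAM permutation p = 1.06e-05, limma adjusted p = 0.0847, between 0.0316 and 0.491 over 16 settings). Its limma call was lost without blastocyst pool A (adjusted p = 0.266), B (0.364) or C (0.318) and without degenerative pool B (0.222). With rises and falls held to a single limit on the SAM p, 18 further probe sets were higher and none was lower. Among them were TPM1, a tropomyosin, at a log2 difference of 0.58, and SUV39H1, a histone methyltransferase, at 0.87, both chosen after their values were seen.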

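In data simulated from the means and spreads of the 18937 probe sets, 100 of them were changed by 1.5 and 100 by 3 on the log2 scale between the groups of 3 pools. limma at an adjusted p of at most 0.15 recovered 35% of those changed by 1.5 and 72% of those changed by 3. SAM at 15% recovered 1% and 23%. Of 142 limma calls 35 were false, a larger share than the 15% set, and of 25 SAM calls 1 was false. Changes under 2-fold were not simulated. The share of unchanged probe sets that SAM estimated on the real data was 0.784, whereas nearly all were left unchanged in the simulation. The recovery therefore does not tell how many changes were missed on the real arrays.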

The ability to detect differentially expressed genes can also be limited by completeness of transcripts manufactured on the microarray platform. The Affymetrix Bovine Genome Array has 24,128 probe sets representing over 23,000 bovine transcripts. Contents of the array were based on GenBank and UniGene databases. Although it is possible that some transcripts exclusively expressed during early development are not represented on the array, it is unlikely that too many transcripts are missed.

The size of the differences in expression may be a specific characteristic of these genes, yet small changes in gene expression can lead to pronounced phenotypic change. For example, silencing by microRNAs has been shown to be less than two-fold [32,33], yet they have been suggested to regulate a wide range of developmental processes to a large degree. Thus, our results suggest that small transcriptomic changes could lead to the abnormal development of degenerative embryos.

### Influence of in vitro culture

There have been several reports comparing genome wide mRNA profiles between IVF and in vivo blastocysts [7,34]. These studies demonstrated that expressions of a number of genes were changed in IVF blastocysts as compared to embryos produced in vivo. Identification of genes affecting quality of IVF embryos due to culture system is undoubtedly important. Nevertheless, comparison between blastocysts and degenerative embryos in this study is also important because only 30%-35% zygotes can successfully develop to blastocyst stage *in vitro*, a large source of economic loss. There are likely to be various reasons for unsuccessful development *in vitro *but genetics seems to play an important role [8,10]. Embryos cultured *in vitro *are in a unified environment; therefore significant differential expressions detected are likely to be associated with developmental defect rather than culture system. In fact, we compared our list of differentially expressed genes to the 200 genes that showed expression differences between IVF embryos and embryos produced *in vivo *by artificial insemination [34]. Importantly, among the 67 differentially expressed genes identified in our study, only one gene (DAPP1) showed in vitro/in vivo difference [34]. This result suggests that the differentially expressed genes identified in this study were likely due to developmental defect rather than culture system.

## Conclusions

In summary, we found that the transcriptome of degenerative embryos was largely unchanged as compared to their blastocysts counterparts, yet there was a relatively small number of candidate genes that displayed differential expression between the two groups of embryos. We also found several signaling and metabolic pathways associated with bovine early embryonic development. Importantly, the results presented provide useful information in conceiving future experiments aiming at the mechanistic understanding of early embryonic development as well as improving current assisted reproductive technology. There is a growing body of studies reporting the use of the bovine as a suitable model for human infertility and embryonic development [3,4]. As such, genes and pathways associated with early embryonic development identified in this study can be utilized to investigate similar traits in other mammalian species.

## Methods

### In vitro fertilization and sample preparation

Ovaries from mature cows were collected at a local abattoir and immediately followed by aspiration of oocytes from antral follicles (> 2-6 mm). Oocytes were processed, incubated in maturation media, and allowed to mature for 24 hours. Mature oocytes were combined with bull semen adjusted to a final concentration of 1 × 10^6^/mL sperm. Frozen thawed bull semen was Percoll separated as described previously [35] using a discontinued 45%-95% gradient. Putative zygotes were cultured for 120 hours (5 days) before they were evaluated for evidence of compaction or cell coalescence. On day 5 of development in vitro (fertilization = day 0) embryos were viewed via light microscopy to assess morphological development (Figure 1). Embryos that exhibited compaction (cellular coalescence) were classified as compacted morula. Embryos that have not attained 16-32 cells and that did not exhibit compaction were classified as early degenerate. Early degenerative embryos might include a range of cellular development from 2 cell (initial cleavage) up to 8-16 non-compacting cells and were removed from the culture and excluded from further analysis. Embryos showing evidence of compaction were cultured for additional 72 hours (day 8 of development) until they were morphologically graded as blastocysts or degenerative. On day 8, embryos exhibiting a distinct inner cell mass and obvious blastocoele were classified as blastocysts. Embryos that did not properly transition from morula to blastocyst were classified as late degenerative embryos (Figure 1). These two groups of embryos were subjected to microarray and subsequent analysis. Blastocysts and late degenerative embryos were collected and stored in RNAlater (Ambion, TX) to preserve RNA integrity. Embryo culture conditions and media were as described [10]. Briefly, putative zyotes were cultured in syntheic oviductal fluid (Biowhittaker, Walkersburg, MD) supplemented with 0.22 mM sodium pyruvate, 25 ug/mL gentamicin sulfate and 8 mg/mL essentially fatty acid-free BSA. Three pools consisting of 20 randomly sampled blastocysts or degenerative embryos were created. Embryos were produced from 5 bulls and 57 cows. Each pool contained embryos from 5 - 12 cows and 3 - 5 bulls. Total RNA was extracted from pools of embryos using RNaqueous Micro (Ambion, TX) and quality controlled using a RNA6000 PicoChip (Agilent Technologies, CA). The PicoChip was analyzed on an Agilent 2100 Bioanalyzer (Additional file 2) according to manufacturer's instructions. Approximately 100 ng of total RNA was purified from a pool 20 embryos.

### Linear amplification and labeling of complementary RNA (cRNA)

Due to the limited amount of RNA present in embryos, a two-round linear amplification was employed to amplify and label whole polyadenylated pools of RNA [11] using the MessageAmp II aRNA amplification kit (Ambion, TX). Briefly, the first round of amplification was achieved by priming cDNA synthesis with a T7 promoter tagged poly-dT primer and in vitro transcription by T7 polymerase with unlabeled NTPs. Purified first-round aRNA was quality checked and then subjected to the second round amplification and labeling with biotinlyted UTP following manufacturer's protocol. In fact, for all Affymetrix arrays this second round of amplification and labeling must be performed, and total RNA is used as input [12].

### Array hybridization and data acquisition

A total of 15 ug of the biotin-labeled cRNA was fragmented and hybridized to GeneChip Bovine Genome Array (Affymetrix, CA). After staining and washing, microarrays were scanned using a GC3000 7G scanner at the University of Wisconsin Biotechnology Center Gene Expression Center. Raw data was acquired by GeneChip^® ^Operating Software v1.4 (GCOS) and stored as .CEL files. Data from Kues *et al*. [6] was downloaded from GEO database at NCBI with the accession number GSE12327 as .CEL files.

### Analysis of microarray data

All data analysis was carried out using Bioconductor 2.3 [36] packages implemented with R 2.8.1 [37]. Microarray expression intensities were preprocessed using the 'GCRMA' (v2.14.1) [38] package in Bioconductor, which corrected backgrounds based on calculated affinities of probe sequences, quantile-quantile normalized intensities, and summarized expressions of probe sets through median-polish and log2 transformed expression values. MAS5 detection calls [39] were used to qualitatively classify transcript presence. Transcripts that were called "P" (present) in at least two out of the three samples were classified as "Expressed" whereas transcripts called "A" (Absent) in all three samples were classified as "Not expressed". Unclassified transcripts represented genes whose expressions were at the detection limit or at extremely low levels.

There are a total of 24,128 probe sets on the Bovine Genome Array. Probe sets that represent spike-in controls or did not vary across all samples were removed, leaving a total of 18,946 probe sets. Significance Analysis of Microarrays (SAM) [40] was used to identify differentially-expressed probe sets by the 'siggenes' (v1.16.0) package in Bioconductor, with the False Discovery Rate (FDR) controlled at 15%. Differentially-expressed genes were hierarchically clustered and visualized using functions from the 'gplots' (v2.6.0) package in R.

Gene Set Enrichment Analysis (GSEA) [17] was carried out using a desktop version of GSEA which queried 'canonical pathways' (v2.5) in the MsigDB database http://www.broad.mit.edu/gsea/msigdb/index.jsp. It is a collection of 649 gene sets curated from various sources including KEGG, GenMAPP, and gene ontology among others. Gene sets were permuted 5000 times to estimate FDRs for enrichments. In addition, 352 unique differentially-expressed Entrez genes having gene ontology (GO) annotations were identified by setting FDR to 25% in SAM. 

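SAM at a false discovery rate of 25% called 878 probe sets, 68 higher and 810 lower in degenerative embryos, which named 480 genes. With quantile normalization 253 of 871 calls were higher, and with centring on the median 88 of 504. The count was 804 without degenerative pool A, 17 without degenerative pool C and 0 to 1 without any other pool. The step that kept those with gene ontology terms was not repeated, since the ontology was not used here. Among the falls were CFTR, a chloride channel, at a log2 difference of -1.06 (SAM permutation p = 0.00202), and PEG3, an imprinted zinc finger gene, in 1 of its 3 probe sets (SAM permutation p = 0.00686). GAPDH and ACTB were not called.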

Enrichments for GO terms were tested by a hypergeometric test ('GOstats' package v2.8.0) with respect to 6598 unique GO annotated Entrez genes on the bovine array. Hypergeometric p values were corrected using the Benjamini-Hochberg method [41] to control FDR at 0.25 for GO enrichments. Two additional filters were applied to minimize false positives: 1) GO categories with fewer than 20 genes were dropped; 2) when a significant GO category is a parent of (contains) another significant GO category, only the child was considered. Enrichments with FDR = 0.25 [42] were presented.

### Real-time RT-PCR

To validate results obtained by microarrays, nine genes (*PHLDA2*, *FERMT2*, *RP2*, *SHISA2*, *MCF2L*, *TGFBR3*, *SLC11A2*, *SERPINC1*, *FDFT1*) found differentially expressed by microarrays were tested using real-time RT-PCR. Genes were chosen to represent a wide range of fold changes. *FERMT2*, *SHISA2*, *TGFBR3*, *SLC11A2*, *SERPINC1*, and *FDFT1 *were changed between two- and four-fold. *RP2 *and *MCF2L *were changed between four- and eight-folds. And *PHLDA2 *was changed over eight-fold. Five additional pools of blastocysts and degenerative embryos were constructed from which RNA was extracted as described above. cDNA was synthesized from first round aRNA in the microarray experiment and the independent mRNA samples using the iScript cDNA synthesis kit (Bio-Rad Laboratories, CA). Dilutions of cDNA were used as template for real-time PCR using iQ SYBR Green Supermix (Bio-Rad Laboratories, CA). The reference gene *GAPDH *was amplified as an endogenous control. Importantly, the expression of *GAPDH *on microarrays was largely invariable across samples. 

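GAPDH was at 13.12 ± 0.11 (SD, n = 3) in blastocysts and 13.57 ± 0.27 (SD, n = 3) in degenerative embryos, a log2 difference of 0.45 (standard error 0.16, adjusted p = 0.566 from limma, unadjusted p = 0.0387). It was higher in every degenerative pool than in every blastocyst pool, and stayed between 0.36 and 0.60 higher over 16 settings, without passing the threshold in any. ACTB, which encodes beta actin, was at 14.99 ± 0.07 and 14.82 ± 0.10 (adjusted p = 0.619). RPLP0, a ribosomal protein gene, had log2 differences of 0.17, 0.09 and 0.07 in its 3 probe sets. Of 19 genes of glycolysis, a list that includes GAPDH, 14 were higher and the list rose (camera, adjusted p = 0.0479, but adjusted p = 0.777 with an estimated correlation), though not without degenerative pool A (adjusted p = 0.389), degenerative pool B (0.334), blastocyst pool C (0.165) or both A pools (0.248), or with the probe set of the smallest p for each gene (0.359). The rotation test fry did not call this list either (adjusted p = 0.458).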

To establish the stability of *GAPDH*, two additional reference gene *RPLP0 *(ribosomal protein large P0) and ACTB (actin, beta) were chosen and stability of *GAPDH *was M = 0.4 as calculated using the Vandesompele method [43]. To achieve sufficient biological replication of samples, the genes were divided into two groups and tested separately using different sources of RNA. For *PHLDA2*, *FERMT2*, *RP2*, and *SHISA2*, three aRNA samples used for microarray and two independent mRNA pools were tested for each of blastocysts and degenerative embryos (Additional file 1). For the remaining five genes, three different mRNA pools were tested for each of blastocysts and degenerative embryos (Additional file 1). Relative gene expressions were calculated using the 2^-ΔΔCt ^method [44]. All primers used are listed in Table 3.

**Table 3:** Primer sequences in real- time RT-PCR reactions and products' sizes

Gene	Primer	Sequence (5' - 3')	Amplicon (bp)
*GAPDH*	Forward	TGCCCAGAATATCATCCC	134
	Reverse	AGGTCAGATCCACAACAG	
*PHLDA2*	Forward	CCTAAGTCCCACGGCGAATC	109
	Reverse	CTATATCCTTGCCCTGGTCAGC	
*FERMT2*	Forward	GATTAGGATGGACGCCAGCAC	128
	Reverse	AGGACAACCGTACTTCATCTGC	
*SHISA2*	Forward	GCGGCTGCGACAACGATC	130
	Reverse	ATGAAGGCGACAAACACTGACC	
*RP2*	Forward	AAGCACCTGACTTCCTTCCTC	119
	Reverse	CTTGGTCCCTTTGAATGTCTCG	
*TGFBR3*	Forward	TCGCTGGATGCCTCAATG	140
	Reverse	ATCTGTGGAGTAATTGGAATCG	
*MCF2L*	Forward	TGAGCCTGGAGGGATACG	110
	Reverse	GCCATCGTTGTCCTCAGG	
*SLC11A2*	Forward	TGCAGTGGTCAGCGTAGC	111
	Reverse	TTAGAGATGCTTACCGTGTGC	
*SERPINC1*	Forward	AAGTCCAGGCTCCCAGGTATTG	142
	Reverse	GCGAACGACCAGCGATGC	
*FDFT1*	Forward	GGTCACCCTGATGATGGATGC	139
	Reverse	CCTGATGGTGGAGATGATCTGC	
*ACTB*	Forward	AGGCCAACCGTGAGAAGATGAC	100
	Reverse	CCAGAGGCATACAGGGACAGC	
*RPLP0*	Forward	GACAATGGCAGCATCTAC	198
	Reverse	GAAGGTGTAATCAGTCTC	

## Authors' contributions

WH and HK designed the study and wrote the manuscript. WH performed the microarray and real-time PCR experiments. WH and BY analyzed the data. All authors read and approved the final paper.

## Supplementary Material

Additional file 1 **RNA extracted/amplified from pools of embryos and RNA used for real time RT-PCR**. Sources of RNA used for the real time RT-PCR validation of microarray results. Click here for file

Additional file 2 **Representative gel like images of RNA from blastocysts and degenerative embryos**. Two representative images of RNA extracted from blastocyst and degenerative embryos. The RNA was analyzed by a RNA6000 PicoChip on BioAnalyzer 2001. Click here for file

# Supplementary material for: Transcriptomic profiling of bovine IVF embryos revealed candidate genes and pathways involved in early embryonic development
**Source:** BMC Genomics. 2010 Jan 11;11:23. doi: 10.1186/1471-2164-11-23
**Supplement:** Additional file 1 — RNA extracted/amplified from pools of embryos and RNA used for real time RT-PCR. Sources of RNA used for the real time RT-PCR validation of microarray results.

Additional file 1

RNA extracted/amplified from pools of embryos and RNA used for real time RT-PCR

|  | Blastocysts | Degenerative embryos |
| --- | --- | --- |
| **RNA extracted/amplified from embryo pools** |  |  |
| aRNA used for microarray | B11, B2, B3 | D12, D2, D3 |
| mRNA | B4, B5, B6, B7, B8 | D4, D5, D6, D7, D8 |
| **RNA used for real time RT-PCR** |  |  |
| PHLDA2, FERMT2, RP2 and SHISA2 | B1, B2, B3, B4, B5 | D1, D2, D3, D4, D5 |
| MCF2L, TGFBR3, SLC11A2, SERPINC1 and FDFT1 | B6, B7, B8 | D6, D7, D8 |

1 Bs indicate pools of “blastocysts” and each number represents a unique pool. For example, N1, N2 and N3 are three normal embryo pools linearly amplified and used for microarrays. In addition to N1, N2 and N3, N4-8 are five pools whose total RNAs were extracted and used for real time RT-PCR of genes as indicated by the last two rows of the table.

2 Ds indicate pools of “degenerative embryos” and each number represents a unique pool.

# Supplementary material for: Transcriptomic profiling of bovine IVF embryos revealed candidate genes and pathways involved in early embryonic development
**Source:** BMC Genomics. 2010 Jan 11;11:23. doi: 10.1186/1471-2164-11-23

Additional file 2. Representative gel like images of RNA from blastocysts and degenerative embryos

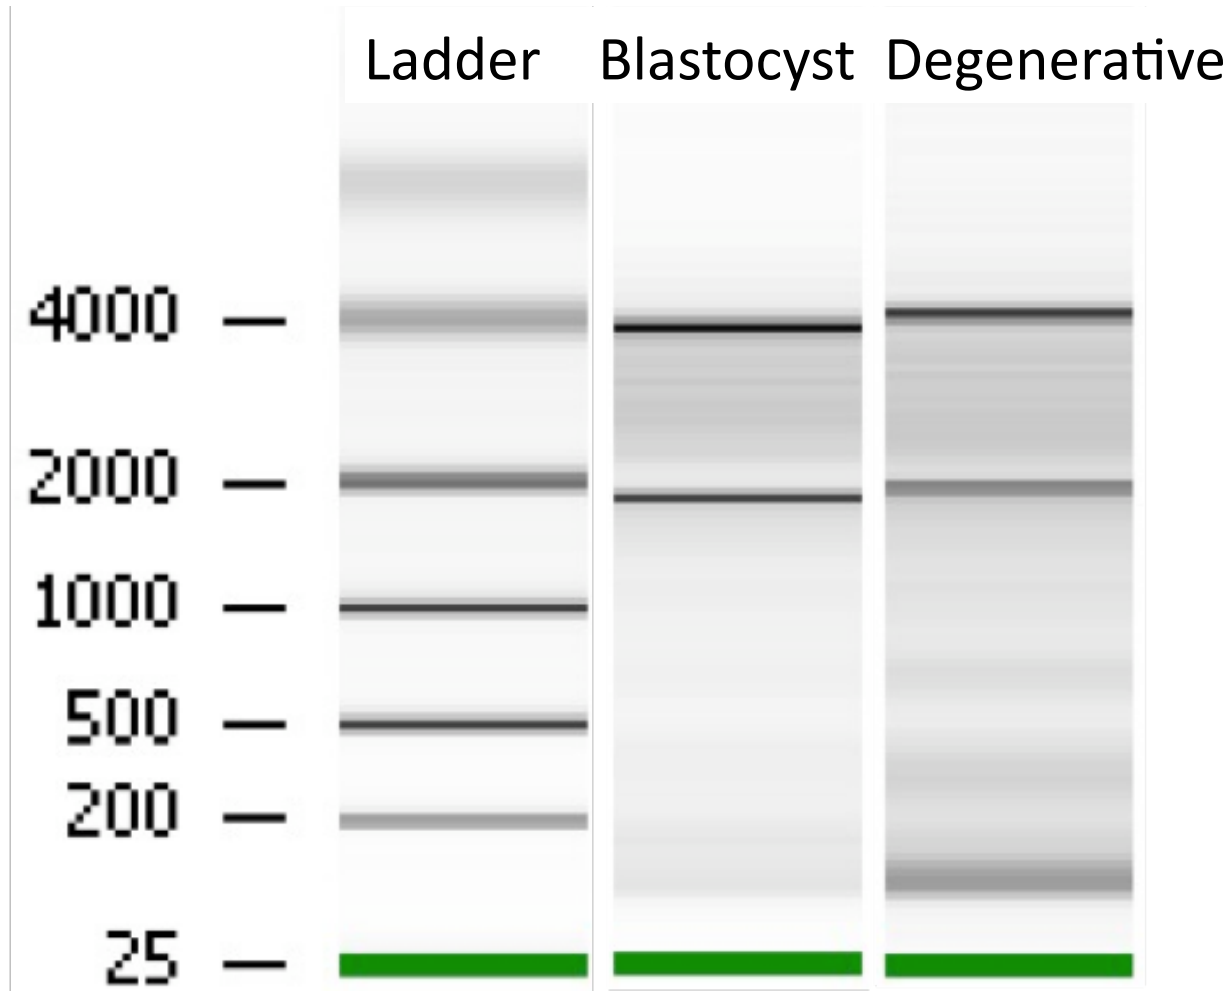

**Supplement:** Additional file 2 — Representative gel like images of RNA from blastocysts and degenerative embryos. Two representative images of RNA extracted from blastocyst and degenerative embryos. The RNA was analyzed by a RNA6000 PicoChip on BioAnalyzer 2001.

How the deposited data were processed for this re-analysis (not part of the article)

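Pools of bovine embryos produced by in vitro fertilization were measured on the Affymetrix Bovine Genome Array, with 3 pools of blastocysts and 3 pools of late degenerative embryos, each on its own array. Each pool held other embryos, so p-values measure the spread between pools of each group. The deposited values are log2 expression values per probe set, which the authors made from the scanned arrays with GCRMA (version 2.14.1 in the submitters' processing notes): background correction from probe sequence, quantile normalization over the arrays and a median polish over the probes. Single probe signals, and with them the detection calls of the methods, were not used here. Arrays have no read depth. Their precision is limited by the number of pools, and for dim probe sets by the floor of the scale.

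From these values, differences (degenerative embryos minus blastocysts) were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment, adjusted p of at most 0.15, the false discovery rate of the methods). SAM was written again from its description, with the fudge factor chosen by the smallest coefficient of variation, the mean number of false calls, and the share of unchanged probe sets estimated by a spline. The fudge factor, a constant added to each spread, came to 1.03e-08, and a value of 0 gave the same 67 calls. It therefore gave no guard against calls with a very small spread. As in the methods, control probe sets and those with a single value on all arrays were left out. Gene names came from the platform's annotation updated through the gene table of ARS-UCD2.0, which gave names and chromosomes only. Where a gene had several probe sets, lists and tests per gene used that with the highest mean over the arrays.

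Gene lists were written from general knowledge before the data were examined, as were the tests, the alternatives and the rule for the genes named. The lists were cholesterol biosynthesis, sterol uptake and regulation, steroid hormone synthesis, cell communication, junctions and cell adhesion, Met signaling, N-glycan biosynthesis, linoleic acid metabolism, nuclear receptors, monoamine receptors, cytokines, TGF beta signaling, small GTPases, markers of trophectoderm, of the inner cell mass and epiblast, of the hypoblast, of cumulus and granulosa cells and of spermatozoa, blastocoel fluid transport, maternal oocyte transcripts, apoptosis, p53 targets, the unfolded protein and heat shock response, imprinted genes, glycolysis, oxidative phosphorylation, ribosomal proteins, the cell cycle, the interferon response and sex chromosome markers, and 1 more whose result is not reported here. Each was tested with camera of limma, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists, and again with a correlation estimated for each list. Of the 31 lists, 11 passed with the preset correlation (7 lower and 4 higher) and none with the estimated one, where the smallest adjusted p was 0.550 and 1 list had an unadjusted p under 0.05. For Met signaling and N-glycan biosynthesis the estimated correlation was below the preset one. Their unadjusted camera p still rose, from 0.0253 to 0.0815 and from 0.00649 to 0.0349. A call lost with the estimated correlation is thus no measure of correlation alone. The rotation test fry, which does not compare a list with other genes, called 11 lists with a balance in 1 direction and 13 with changes in either. Of those that camera did not call, sterol uptake and regulation, steroid hormone synthesis, blastocoel fluid transport, apoptosis and imprinted genes were called by both, cytokines by the former, and junctions and cell adhesion, linoleic acid metabolism, hypoblast markers and markers of cumulus and granulosa cells by the latter. Of those that camera called, neither form of fry called inner cell mass and epiblast markers, maternal oocyte transcripts or the unfolded protein and heat shock response. Nor did either form call glycolysis, ribosomal proteins or the cell cycle. N-glycan biosynthesis was called by the former only. Lists holding FDFT1, CYP51A1, CYP11A1, INSIG2, SERPINC1, RAP1A, FERMT2, TJP1, TGFBR3 or PHLDA2 include genes that the paper picked from the same arrays. Lists on the themes of Table 2 also repeat a search that the paper made on these arrays.

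The rule for named genes took every gene of Table 1, whose values had been seen there, and FERMT2, RAP1A, TJP1, TGFBR3, GAPDH, ACTB, RPLP0, H19, IGF2 and DAPP1 of the text. It added, among probe sets with 1 gene symbol past the limma threshold and with no overlap between the groups, the 10 largest rises and the 10 largest falls, and for each list up to 4 members with the smallest limma p. Other genes named were chosen after their values were seen.

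The letters A, B and C are not said to mark a shared day or batch. Deviations from the group means, correlated across probe sets, gave r = 0.373 for the A pools, 0.180 for the B pools and 0.275 for the C pools. All exceeded 0.1, so the letters were taken to pair the pools and the fit with the letter as a block is given beside results whose call it changes. Blastocyst pool C and degenerative pool B also deviated together (r = 0.374), more than the B pools or the C pools did, so the pairing by letter is not established.

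The tests were checked on simulated data with known changes before they were run. Alternatives were a test without shared spread, a trended and robust prior, array weights, other thresholds, other filters, 3 scalings of the arrays, the replicate letter as a block, other probe sets for a gene, and leaving out each pool in turn. Fits without both A pools, a single limit on the SAM p, chromosomes of the SAM calls and a match of probe sets to Table 1 were added after the data had been seen. The collections of gene sets and gene ontology terms of the paper, its RT-PCR measurements and the data of other studies it compares with were not analysed here.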

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

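All tests of explanations below were chosen after the results had been seen, except the test of scaling between arrays and the counts of other splits of the pools. The gene lists named here, apart from that of cholesterol biosynthesis, are outside the pathways that the paper discusses, and limma called no member of the lists over all genes tested.

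Markers of trophectoderm, the outer layer of the blastocyst, fell in degenerative embryos, with 18 of 21 genes lower and a median log2 difference of -0.57 (camera, adjusted p = 0.0103, but adjusted p = 0.550 with an estimated correlation), or -0.22 without degenerative pool A (adjusted p = 0.0326) and -0.34 without blastocyst pool A. TFAP2A (-2.90) and PTGS2, both lower, passed when adjusted over the list alone, and 4 members had an unadjusted limma p under 0.05. Markers of the inner cell mass and epiblast rose, with 4 of 5 genes higher and a median of 0.51 (adjusted p = 0.139, but adjusted p = 0.777 with an estimated correlation, 0.152 with the replicate letter as a block and 0.156 with the probe set of the smallest p for each gene), or 0.26 without degenerative pool A (0.437), and did not pass without blastocyst pool C (0.286) or degenerative pool B (0.161) either. No member passed when adjusted over the list alone or had an unadjusted limma p under 0.05. SOX2 was at 1.03 (0.50 to 1.40 over 16 settings), KLF4 at 0.51 (0.26 to 0.68) and POU5F1 at 0.48 (0.31 to 0.65). Maternal oocyte transcripts rose, with 7 of 8 genes higher and a median of 0.86 (adjusted p = 0.0479, but adjusted p = 0.777 with an estimated correlation), or 0.40 without degenerative pool A (adjusted p = 0.0326). None passed when adjusted over the list alone, KPNA7 (1.56) had an unadjusted limma p under 0.05, most members lay near the floor, and the list did not pass over brighter probe sets (adjusted p = 0.506).

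Genes of the unfolded protein and heat shock response fell, with 18 of 26 lower and a median of -0.24 (camera, adjusted p = 0.119, but adjusted p = 0.777 with an estimated correlation, 0.169 with the block and 0.202 with quantile normalization), or -0.18 without blastocyst pool A (0.406), -0.02 without degenerative pool A (0.561) and -0.44 without degenerative pool B (0.0212). None passed when adjusted over the list alone, and of 5 with an unadjusted limma p under 0.05, 3 were lower, among them DNAJC3 (-0.86), and 2 higher, among them DNAJB1 (0.82). Ribosomal protein genes fell, with 49 of 61 lower and a median of -0.14 (adjusted p = 0.0155, but adjusted p = 0.777 with an estimated correlation), or 0.03 without degenerative pool A (adjusted p = 0.733), -0.07 without blastocyst pool C (0.128), -0.25 without degenerative pool B and -0.22 without degenerative pool C. None passed when adjusted over the list alone, and 2 had an unadjusted limma p under 0.05, with RPL10A at -0.36. Genes of the cell cycle rose, with 31 of 37 higher and a median of 0.31 (adjusted p = 0.0269, but adjusted p = 0.777 with an estimated correlation), or 0.08 without degenerative pool A (adjusted p = 0.450) and 0.51 without degenerative pool C. None passed when adjusted over the list alone, and 2 had an unadjusted limma p under 0.05. These were PCNA at -0.21 (-0.26 to -0.15 over 16 settings) and AURKA at 0.75 (0.35 to 0.92), with PLK1 at 0.98 (0.39 to 1.38). The glycolysis list had a median of 0.27, or 0.08 without degenerative pool A, 0.51 without degenerative pool C and 0.15 with the probe set of the smallest p for each gene. The rotation test fry called the trophectoderm list but none of the others above that camera called. With a balance in 1 direction their adjusted p from fry was 0.241 (maternal oocyte transcripts) to 0.629 (ribosomal proteins). With changes in either direction it was 0.227 to 0.593.

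Among probe sets higher in every degenerative pool than in every blastocyst pool, but called neither by limma nor by SAM at 15%, ARRDC2, an arrestin domain gene, was at 4.42 ± 0.49 (SD, n = 3) in blastocysts and 7.69 ± 0.32 (SD, n = 3) in degenerative embryos, a log2 difference of 3.27 (adjusted p = 0.227 from limma). MYOZ2, a muscle protein gene, differed by 1.46 and RHOB, a small GTPase, by 1.60, both with adjusted p = 0.381 from limma. In blastocysts MYOZ2 (3.00) and RHOB (2.74) lay near the floor of the scale, so their differences are not exact. The 3 genes were chosen after their values were seen.

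The median log2 difference of the cholesterol biosynthesis genes was below 0 in each of the 9 pairings of a degenerative pool with a blastocyst pool, from -1.64 to -0.51. Pairings with blastocyst pool A ran from -1.64 to -1.34, and the others from -0.89 to -0.51. Without blastocyst pool A the median between the groups was -0.65 (camera, adjusted p = 5.38e-10), so part of its size rests on that pool. Blastocyst pool A also had the lowest excess of 3' over 5' signal, at 2.23. The tables argue against degenerative pool A as the whole cause, since the median was -0.90 without it (camera, adjusted p = 2.85e-07) and -0.63 without both A pools (adjusted p = 1.57e-06), though with an estimated correlation the list lost its call with all pools (adjusted p = 0.550). Blastocyst pool B and degenerative pool C were the closest in the excess of 3' over 5' signal, with a gap of 0.0478. They differed in the list by a median of -0.78. The next closest, blastocyst pool B and degenerative pool A (a gap of 0.163), differed by a median of -0.73. Both pairs share blastocyst pool B, and no other blastocyst pool had such a match, so RNA degradation stays open. Fewer trophectoderm cells may also contribute and stay open, as the median of their markers was -0.57. Of the abundant markers, KRT18 differed by less (15.42 and 15.36), while DAB2 differed by about as much (13.87 and 13.31). The arrest of development itself, the biological difference between the groups, was not tested apart from these.

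Degenerative pool A stood apart from the other pools. Stronger RNA degradation in it stays open. The mean excess of 3' over 5' signal in this pool was 3.93, between those of degenerative pools B (4.06) and C (3.72) and within their spread. For eIF4E it was the highest of the 6 pools (9.87, against 9.80 in degenerative pool B). Among the degenerative pools it was also the highest for EEF1A1 (0.83), but the lowest for cyclophilin (2.52) and between the others for GAPDH (2.51). More oocyte transcripts may be part of what set pool A apart. The maternal list was 1.25 higher in it than in pools B and C at the median, at percentile 99.2 of 10000 random lists matched on level. Lists farther from random ones were those of the cell cycle (0.85, percentile 100) and glycolysis (0.90, percentile 99.98) upward and of cumulus and granulosa cells (-1.32) and ribosomal proteins (-0.46) downward, both at percentile 0, whereas cholesterol biosynthesis (-0.18, percentile 11.4) and trophectoderm (-0.11, percentile 8.68) were nearer to them. A day or batch shared by the A pools is also open, with the correlation of their deviations at 0.373, and the design names no condition that sets this pool apart.

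Falls outnumbered rises among the SAM calls. Separate limits for rises and falls stay open as an explanation, since with a single limit on the SAM p rises made up 25.9% of the calls, and the larger direction held 74.1% in the real split against up to 85.9% in other splits. Scaling between arrays may account for part of the imbalance and stays open, since rises made up 46.4% of the probe sets with an unadjusted limma p under 0.05 after the arrays were centred on their bright probe sets, against 38.8% before. Among the SAM calls themselves the share of rises moved both ways, from 5.97% to 16.7% of 12 calls with median centring and to 1.67% of 60 calls with quantile normalization. A lower level of many transcripts in degenerative embryos, as a biological explanation, was not tested apart from scaling.

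The 6 pools can be parted into groups of 3 in 10 ways, too few for a share under 0.05, and 1 of the 10 splits, the real one, reached the real value in each comparison. The real values and the highest others were 4 and 2 probe sets called by limma, 67 and 1 called by SAM, 11 and 10 gene lists past the camera threshold, and 0.914 and 0.568 for the size of the median of the cholesterol list. The letters were taken to pair the pools, though no label says so. The correlation of deviations was higher for blastocyst pool C with degenerative pool B (0.374) than for the B (0.180) or C pools (0.275). If the letters do pair the pools, the real split is best set beside the other 3 that part all 3 pairs. Those gave 0 calls by limma, with 319, 208 and 230 probe sets at an unadjusted p under 0.05, 0 by SAM, 6 to 10 lists, and median sizes of 0.465, 0.568 and 0.0285. The remaining 6 splits part 1 pair each.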

How the results depend on the processing

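Among the settings given here, only the fits without both A pools were chosen after the results had been seen. limma called 4 probe sets, and 1 to 42 when a single pool was left out (1 without blastocyst pool B or C or degenerative pool B, 2 without blastocyst pool A, 14 without degenerative pool C and 42 without degenerative pool A), 0 with the replicate block (1789 at an unadjusted p under 0.05), 1 with the ordinary test, the trended robust prior, the filter on dim probe sets or median centring, 2 with centring on bright probe sets or quantile normalization, 57 with array weights, 0 without both A pools (2179 at an unadjusted p under 0.05), 0 at an adjusted p of at most 0.05 (1631) and 30 at 0.25. SAM called 67, and 802 with the median number of false calls, 11 without a filter, 311 with the filter on dim probe sets, 12 with median centring (16.7% rises against 5.97%), 60 with quantile normalization (1.67% rises), and 0 to 1 with a pool left out, where fewer relabelings exist by construction. The correlation of group means was 0.949 over brighter probe sets, 0 lists passed with an estimated correlation (cholesterol biosynthesis at -0.91, adjusted p = 0.550, between 2.21e-11 and 0.550 over its settings), and 10 genes of that list were called with SAM at 25% in place of 0 with limma. The unfolded protein list turned to 0.00383 without both A pools (adjusted p = 0.995), and the ribosomal list ran from -0.254 to 0.0347 with a pool left out, turning without degenerative pool A. The block ended the calls of the inner cell mass (0.152) and unfolded protein (0.169) lists, added that of the interferon list (0.0411) and changed no other list's call, but ended all limma calls. Among 162 named probe sets, 13 changed sign in at least 1 setting, but none of the 3 called did. Over all settings together a call was lost 31 times and gained 32 times. Among 31 lists a call was lost 44 times and gained 33 times. The cause of these changes was not tested. Signal near the floor limits what dim probe sets can show.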

Differences from the paper's values

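The match of probe sets to Table 1 and the fits without both A pools were chosen only after the values had been seen. For RP2, the probe set with the highest mean was 1.62-fold lower in degenerative embryos, and the paper's value is 4.41. Of the alternatives set before the data were examined, the probe set with the smallest p gave 4.41, and the fold without degenerative pool A was 2.46, which differed from the paper's by less than the error. The ratio of unlogged means (1.34), centring on the median (1.58) or on bright probe sets (1.62), quantile normalization (1.61) and leaving out a blastocyst pool or degenerative pool C (1.23 to 1.85) did not reach it, and without degenerative pool B it was 1.05-fold higher. The match to Table 1, chosen after the values were seen, goes by the printed fold, so its 4.41 holds by construction and explains nothing. It took up all 33 lines of that table and dropped none.

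The paper lists a line of its table as TGFBR3, for which the annotation used here gives RPL24. The paper also measured TGFBR3 by real-time RT-PCR in separate pools, where it names only MCF2L as an exception. It places TJP1 with FERMT2 and RAP1A among clustered genes, whereas the probe set named TJP1 was at 2.12 in both groups and was not among the 67 calls, of which 39 carry a single gene symbol, and the paper's text does not give its probe set for TJP1. For TGF beta signaling, which the paper takes up from that gene and from its own test of the pathway, the list did not pass camera (adjusted p = 0.988). The paper normalizes its RT-PCR values to GAPDH, which on the arrays was 0.45 higher in degenerative embryos, without passing limma (adjusted p = 0.566).

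For 4 of the gene sets that the paper gives as higher in degenerative embryos, the lists of nuclear receptors, monoamine receptors, cell communication and cytokines leaned the same way without passing camera. The list for another, not named here, did not pass either. It had 11 genes lower and 14 higher, a median of 0.00 and a test pointing downward (adjusted p = 0.939). That test pointed upward without blastocyst pool A, without degenerative pool B or with fry. Nuclear receptors passed upward with the filter on dim probe sets (adjusted p = 0.112), without degenerative pool A (0.120) and without both A pools (0.129), cell communication with the filter on dim probe sets (0.103) and without both A pools (0.0605), and cytokines with the rotation test fry (0.148). Of those it gives as lower, cholesterol biosynthesis, Met signaling and N-glycan synthesis passed downward with the preset correlation, and none did with an estimated correlation (adjusted p = 0.550 for each). Linoleic acid metabolism passed neither, and passed fry for changes in either direction (adjusted p = 0.143). limma called 4 probe sets at the paper's false discovery rate, where the paper's own test, SAM, gave 67 here, the paper's number.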

Other observations

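Only the fits without both A pools were chosen in this part after the result was seen, and GATA4, DCN, LUM, PTX3 and MX1 were singled out after their values were seen. Genes that pump ions and water into the blastocoel were mixed, with 7 of 13 lower and 6 higher (camera, adjusted p = 0.338), and CFTR (-1.06, from 11.32 ± 0.05 to 10.26 ± 0.34, SD, n = 3) and the sodium and proton exchanger SLC9A3 (-1.87) were lower when adjusted over the list alone. The sodium pump subunit ATP1B3 differed by -0.32 (-0.40 to -0.19 over 16 settings) and the water channel AQP3 by 0.91 (0.43 to 1.15). Of 14 hypoblast markers, 7 were lower and 7 higher, with a median of 0.05 (adjusted p = 0.988). It was -0.04 without degenerative pool A (adjusted p = 0.733) and 0.13 without blastocyst pool B. The test turned downward without degenerative pool A or blastocyst pool C. SERPINC1 alone, picked from these arrays, passed over the list alone. GATA4 differed by 1.17, APOE by 0.81 and FGFR2 by -0.68. Of 17 targets of p53, 11 were higher with a median of 0.12 but a mean of -0.20 and a test pointing downward (adjusted p = 0.988). The median was 0.03 without degenerative pool A, 0.05 without degenerative pool C and 0.21 without degenerative pool B. The test turned upward without degenerative pool B or blastocyst pool A. Over the list alone TP53I3 (-2.27) and PERP (-0.57) were lower and GADD45B (0.84) was higher. Of 60 genes of oxidative phosphorylation, 39 were lower with a median of -0.06 (adjusted p = 0.334), of -0.21 without blastocyst pool A (0.0385), -0.15 without degenerative pool C (0.127), -0.13 without degenerative pool B (0.161), 0.07 without degenerative pool A (0.561) and 0.03 without blastocyst pool C (1.00). None passed over the list alone, 1 had an unadjusted limma p under 0.05, and NDUFB5 was at -0.55.

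Markers of other cells were also examined. Of 18 genes of cumulus and granulosa cells, 12 were higher with a median of 0.25 (camera, adjusted p = 0.939), or 0.63 without degenerative pool A (adjusted p = 0.138), 0.53 without blastocyst pool C and 0.99 over brighter probe sets (adjusted p = 0.213), and with a test pointing downward at medians of 0.03 without blastocyst pool A, 0.00 without degenerative pool B and 0.05 without degenerative pool C. None passed over the list alone and 1 had an unadjusted limma p under 0.05, namely PTGS2, which the trophectoderm list also holds. They differed between pools of a group. DCN was at 3.24, 6.08 and 7.40 in blastocyst pools A, B and C and at 2.17, 9.80 and 8.87 in the degenerative pools, LUM at 5.25, 8.40 and 10.15 and at 5.00, 11.07 and 10.95, and PTX3 at 2.25, 2.12 and 4.27 and at 2.12, 8.36 and 7.22. Of 15 genes of the interferon response, 11 were higher with a median of 0.40 (adjusted p = 0.314 and 0.832 with an estimated correlation, but 0.0411 with the replicate letter as a block, 0.0683 without blastocyst pool B, 0.0729 without degenerative pool A, 0.0166 without both A pools and 0.0742 over brighter probe sets), or 0.62 without degenerative pool A, 0.01 without blastocyst pool A and 0.24 without degenerative pool B. None passed over the list alone, and 1, IRF7 (0.40), had an unadjusted limma p under 0.05. IFI27 was at 2.79, 7.70 and 9.67 in blastocyst pools A, B and C and at 6.34, 11.60 and 10.53 in the degenerative pools, and MX1 at 6.50, 9.29 and 9.80 and at 7.10, 11.08 and 10.66. Of 5 markers of spermatozoa, ODF2 (-0.44) passed over the list alone, with a list median of 0.14, a mean of -0.13 and a test pointing downward (adjusted p = 0.939). The median was 0.00 without degenerative pool B and -0.01 without degenerative pool C, and the test turned upward without degenerative pool A. The 2 sex chromosome markers had a median of 0.19 (adjusted p = 0.645). It was 0.09 without blastocyst pool B, 0.10 without degenerative pool A and 0.30 without blastocyst pool A.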
